A study of Mus musculus with 48 samples.

How the data were processed

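RNA was measured by sequencing in lysates of mouse embryonic stem cells (inputs) and in the material that magnetic beads carrying an HA antibody recovered from those lysates (immunoprecipitates, IP). Cells came from 4 genotypes, namely an untagged parental line, a line with an HA tag on the endogenous Tnrc6a gene, and that tagged line labelled Ago2 knockout or Upf1 knockout. The labels place the libraries in 2 experiments of the same layout, experiment 3 and experiment 4. Each of the 16 combinations of genotype, fraction and experiment held 3 libraries, 48 in all, made with a stranded total RNA kit. Cells were grown in triplicate dishes, and equal amounts of protein were given to the beads, per the labels. The number of clones behind each genotype is not stated.

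The authors deposited 1 table with 20171 genes, which holds a raw count per gene and library, with no normalization, in 48 count columns. The aligner settings, genome build and annotation are not stated. Each gene of the table reached at least 11 counts in some library, so genes with few counts appear to have been removed before deposit. A further set of deposited columns is headed RPKM, but the values are a scaled signal. Each is the authors' count divided by a single factor per library and not by gene length, because the ratio of count to scaled value varied by at most 1.1e-07 percent between the genes of a library. These scaled columns summed to between 871000 and 1220000 per library. The gene length column, in bases per the file headers, was used only in checks of length. Replicates were not pooled by the authors. Library totals, the sums of the count columns, ranged from 11471544 to 73845953, and they set the counting error behind each value. Standard errors come from the replicates, and reads without molecular identifiers are not independent molecules.

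Columns numbered 1 to 3 in the table were taken as experiment 3, and columns numbered 4 to 6 as replicates 1 to 3 of experiment 4, from the order of the columns and of the labels. This mapping is inferred. Symbols came from the table for 16427 genes and from the reference tables for 3725, and 19 genes had no name. Because the build is unstated, no coordinates are given. The RefSeq annotation of GRCm38.p6 served only for names, overlapping neighbours and chromosome assignment, for which 16415 of the 16427 Entrez identifiers of the table were matched. The strand setting of the counting is not stated, so values of overlapping genes are uncertain. Values of near-identical gene copies are uncertain as well.

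Counts were analysed with edgeR 4.0.16 (limma 3.58.1, R 4.3.3). Only the groups of a comparison entered its model, which had 1 coefficient per group. Library sizes were scaled by TMM, genes were kept by filterByExpr with a minimum count of 10, and dispersions were estimated with the robust quasi-likelihood fit. Contrasts were formed within each experiment and averaged over the 2 experiments with equal weight, and tested with the two-sided quasi-likelihood F-test. Genes with a Benjamini-Hochberg adjusted p under 0.05 were counted. The standard error of a log2 fold change is its size divided by the square root of F, and is left out where F is 1e-6 or less. Abundances are CPM values, counts scaled to a common library size by TMM over all 48 libraries. Enrichment means the log2 IP-over-input ratio of a genotype less that of another, so that what the beads recovered from untagged cells was the background wherever untagged cells were the reference.

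The comparisons were the enrichment of each tagged genotype over untagged cells, the enrichment in each knockout against HA-Tnrc6a cells and in one knockout against the other, and the inputs of each knockout and of untagged cells against HA-Tnrc6a inputs. For 5 of these, the difference between the experiments was tested as an interaction. For the overlap of gene sets, genes enriched by at least 2-fold in experiment 3 were compared with genes higher in the knockout inputs of experiment 4 by Fisher's exact test (two-sided), so that no library entered both sets, with the genes tested in both fits as the background. For the recovery of the enriched set, the mean log2 CPM (prior count 2) of IP less input was taken per lysate over genes enriched by at least 2-fold in the other experiment, less the same mean over all other tested genes. Its difference between genotypes was tested by an exact two-sided permutation test within experiments (400 labelings). These comparisons, the thresholds, 2 gene lists and the rule for naming genes were chosen before the data were examined. The rule names Tnrc6a, Ago2 and Upf1 in each comparison of genotypes, and up to 3 genes per direction with the largest change. These genes had an adjusted p under 0.05, the same sign in both experiments and an average log2 CPM of at least 3. Genes named outside the rule are said to be so.

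Alternatives were RLE size factors, library totals and the authors' scaling factors in place of TMM, no count filter, DESeq2 1.42.0 (Wald test) in place of edgeR, all 48 libraries in 1 fit, each experiment alone, IP against IP without inputs, a minimum log2 fold change of 1, and leaving out each library in turn. A fit with the replicate number within each experiment as a block was also made. The pairing comes from the numbers in the sample titles. As a check of it, deviations from the group means were correlated between libraries of an experiment. The mean correlation was 0.0109 over the 168 pairs of same-numbered libraries and -0.00544 over the 336 other pairs. The second value follows from the first, because deviations within a group cancel, so it is no separate comparison. For same-numbered input and IP of the same genotype the mean was 0.0204 over 24 pairs. The gene set results had further alternatives for the prior count, the fold change minimum, the summary over genes and the choice of experiments. After the data were seen, the authors' scaling factors, the exclusion of genes recovered from untagged cells and the leave-one-out fits of the overlaps were added.

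Replicate libraries were checked for duplication by a chi-square statistic per degree of freedom over genes with at least 20 summed counts, which lay between 1.956 and 36.19 for the 48 within-group pairs. The fits for Ago2 knockout were tested on simulated data. The simulation changed 200 genes of higher counts by 2-fold, with the same dispersion of 0.02 for all genes. The enrichment fit recovered 96.5% of them with a false share of 2.525%, and the input fit recovered 100% with a false share of 5.213%. Most changes for Ago2 knockout in the data were under 2-fold, so these shares need not hold for the reported counts. All 48 count columns were used. Reads were not re-aligned, and alternative splicing, the reporter transgene and sites within transcripts were not analysed here.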

Results

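RNA immunoprecipitation followed by sequencing (RIP-seq) was used to ask which RNAs are recovered with Tnrc6a, the mouse GW182 protein that links Argonaute to silencing enzymes, and whether that recovery depends on Ago2, an Argonaute protein, or on Upf1, a helicase of nonsense-mediated mRNA decay. The cells were mouse embryonic stem cells with a GFP reporter carrying binding sites for Trim71, an RNA-binding protein, and a Cas9 transgene. HA-Tnrc6a cells carry an HA tag on the endogenous Tnrc6a protein, and both knockouts were made in tagged cells. Untagged cells were the control for what the HA beads bind without a tag. There were 16 groups (4 genotypes, input and IP, experiments 3 and 4) of 3 libraries each.

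Total counts per library were 15383953 to 19595405 for the 12 inputs and 11471544 to 18344233 for the 12 IPs of experiment 3. In experiment 4 they were 26458831 to 37179105 for the 12 inputs and 25724085 to 73845953 for the 12 IPs, the largest being replicate 3 of the Ago2 knockout IP. Principal components of log2 CPM over the 48 libraries took 50.3%, 13.8% and 7.51% of the variance.

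The targeted genes were examined first. Ago2 (ENSMUSG00000036698) mRNA in Ago2 knockout inputs was 94.6 ± 2.20 CPM in experiment 3 and 130 ± 5.65 CPM in experiment 4, against 207 ± 2.62 and 316 ± 11.6 CPM in HA-Tnrc6a inputs (mean ± SD, n = 3 each). The inputs labelled Upf1 knockout had 278 ± 9.25 and 449 ± 27.4 CPM of Ago2, and untagged inputs 203 ± 36.9 and 351 ± 23.1 CPM. Across libraries, Ago2 in Ago2 knockout inputs lay between 92.8 and 136 CPM, and the lowest input of another genotype had 161 CPM. In IPs, Ago2 stood at 181 ± 13.3 and 160 ± 5.98 CPM in Ago2 knockout cells and at 878 ± 66.1 and 1143 ± 64.7 CPM in HA-Tnrc6a cells.

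Upf1 (ENSMUSG00000058301) mRNA was not lower in the libraries labelled Upf1 knockout. It was 123 ± 0.874 and 139 ± 3.47 CPM in their inputs, against 77.6 ± 4.96 and 98.5 ± 1.58 CPM in HA-Tnrc6a inputs, 82.5 ± 2.42 and 92.0 ± 1.74 CPM in Ago2 knockout inputs, and 82.7 ± 4.67 and 108 ± 1.80 CPM in untagged inputs (experiments 3 and 4, mean ± SD, n = 3 each). In the IPs it was 117 ± 3.18 and 121 ± 4.41 CPM for the label Upf1 knockout and 50.8 ± 2.06 and 88.9 ± 6.94 CPM for HA-Tnrc6a. In the reference annotation Upf1 overlaps Gdf1 and Cers1, so its counts are uncertain. The mRNA level therefore does not show the loss of Upf1, and each direction given for them refers to cells labelled Upf1 knockout. Tnrc6a (ENSMUSG00000052707) mRNA was at 26550 ± 7495 and 10680 ± 1911 CPM in HA-Tnrc6a IPs, against 71.2 ± 12.7 and 99.8 ± 6.67 CPM in untagged IPs.

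**Figure D1:**
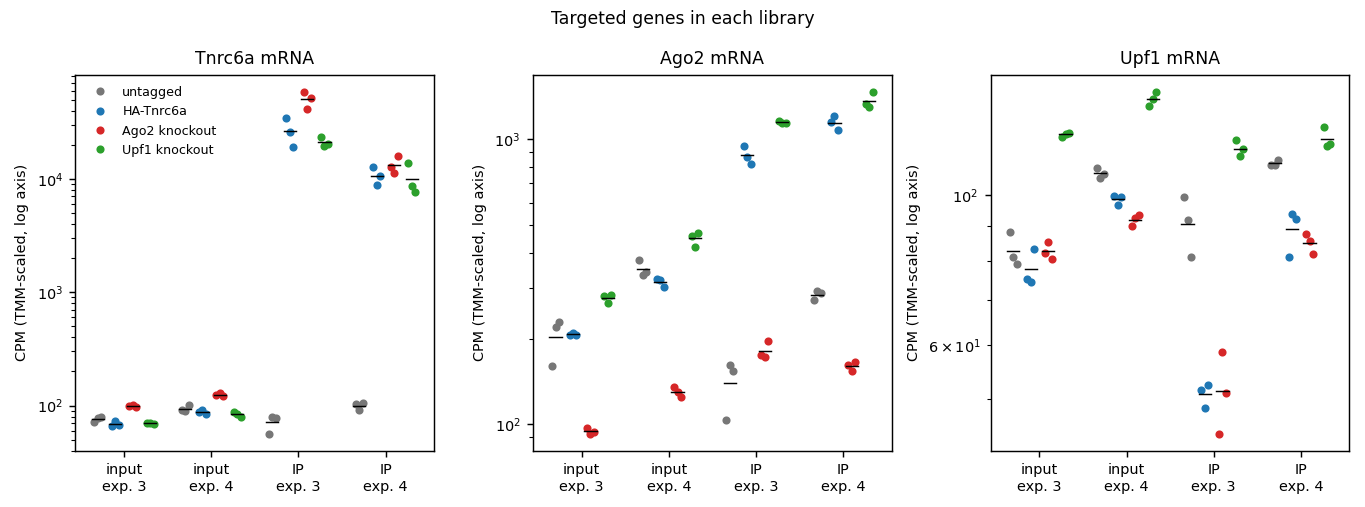
Abundance of Tnrc6a, Ago2 and Upf1 mRNA in each of the 48 libraries (points; CPM on a log axis) by fraction and experiment, with black lines at the means of 3 libraries and colours for the genotype as labelled. Ago2 inputs of Ago2 knockout cells lie between 92.8 and 136 CPM, under those of the other genotypes, whereas Upf1 is highest in cells labelled Upf1 knockout.

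The enrichment of RNAs with HA-Tnrc6a over the untagged background, relative to each input, shows which RNAs the HA beads recovered with the tagged protein. It does not tell binding by Tnrc6a from other routes of recovery, and this holds for Tnrc6a mRNA as well. Of 19993 genes tested, 12395 passed an adjusted p of 0.05, 5955 higher and 6440 lower, and 4283 of them changed by at least 2-fold (3294 higher, 989 lower). Across genes the log2 values of the 2 experiments correlated with Pearson's r of 0.816. Genes are not independent replicates in such a correlation. Of the genes past the threshold 99.3% had the same sign in both experiments, but selection on the average of both favours the same sign. Apart from the fold change minimum, the alternative that moved the count most was experiment 3 alone, with 8932 genes, of which 5075 were higher and 3857 lower, the opposite balance to that of both experiments. With the replicate number as a block, 12435 genes passed (mean correlation of same-numbered libraries 0.0109).

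Tnrc6a itself had the largest enrichment, a log2 fold change of 7.77 ± 0.18 (SE, n = 3 per group), followed by Gm45846 (ENSMUSG00000110230) at 7.58 ± 0.55 and Gm47513 (ENSMUSG00000114165) at 6.68 ± 0.33, with edgeR quasi-likelihood Benjamini-Hochberg adjusted p values of 3.34e-18, 8.47e-12 and 6.25e-13. Across tagged IPs the log2 CPM of Gm45846 followed that of Tnrc6a more closely than did 99.9% of other enriched genes in experiment 3 and 100% in experiment 4. The largest decreases were in the mitochondrial ribosomal RNAs mt-Rnr2 (ENSMUSG00000064339), at -1.80 ± 0.47, and mt-Rnr1 (ENSMUSG00000064337), at -1.49 ± 0.43, and in Gm23935 (ENSMUSG00000076258), at -1.70 ± 0.70, with adjusted p values of 0.00325, 0.00589 and 0.045 in the same edgeR quasi-likelihood test. These decreases were smaller in experiment 4 than in experiment 3, at -0.80, -0.48 and -0.39 against -2.79, -2.49 and -3.01. Without replicate 3 of the HA-Tnrc6a inputs of experiment 3 the values over both experiments were -1.11 for mt-Rnr2, -0.97 for mt-Rnr1 and -0.77 for Gm23935. In a chi-square statistic per degree of freedom that library differed from replicates 1 and 2 by 34.29 and 28.91, and those 2 from each other by 2.662. Gm23935 lost the threshold in 16 of the 24 fits that each left out a library, with the replicate number as a block, without inputs and in each experiment alone. Ago2 mRNA was enriched by 2.40 ± 0.12, and Upf1 mRNA had -0.46 ± 0.07 (edgeR quasi-likelihood adjusted p = 1.65e-15 and 1.14e-06).

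**Figure D2:**
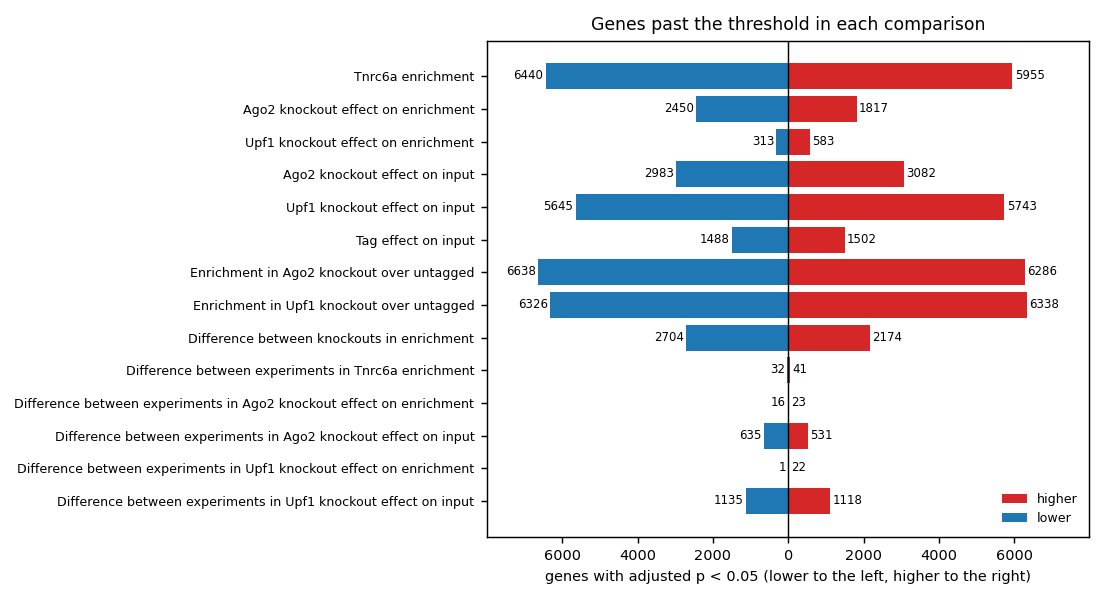
Genes past an adjusted p of 0.05 in each of 14 comparisons (horizontal axis, number of genes; red bars to the right higher, blue bars to the left lower). The enrichments over untagged cells hold the most genes, and the effect of the label Upf1 knockout on enrichment holds 583 higher and 313 lower.

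Enrichment was also measured in each knockout against untagged cells, to see which RNAs are recovered with HA-Tnrc6a when the other protein is targeted. In Ago2 knockout cells 12924 of 19982 genes passed (6286 higher, 6638 lower) and 5229 of them changed by at least 2-fold. In cells labelled Upf1 knockout 12664 of 19910 genes passed (6338 higher, 6326 lower) and 4908 changed by at least 2-fold. With the replicate number as a block the counts were 12933 and 12750 (mean correlation of same-numbered libraries 0.0109). Of the 3294 genes enriched by at least 2-fold in HA-Tnrc6a cells, 2786 (84.6%) were also enriched by at least 2-fold in Ago2 knockout cells and 3047 (92.5%) in cells labelled Upf1 knockout. The untagged libraries were common to these comparisons, so the sets are not independent.

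In Ago2 knockout cells the largest enrichments over untagged cells were those of Tnrc6a, at a log2 fold change of 7.88 ± 0.13 (SE, n = 3 per group), Gm45846, at 7.46 ± 0.65, and Gm47513, at 6.97 ± 0.32, with edgeR quasi-likelihood adjusted p values of 7.21e-25, 4.66e-09 and 1.97e-13. The lowest were AY036118 (ENSMUSG00000105361), Gm42418 (ENSMUSG00000098178) and CT010467.1 (ENSMUSG00000106106), at -2.36 ± 0.51, -2.28 ± 0.47 and -2.23 ± 0.47 (edgeR quasi-likelihood adjusted p = 0.000566, 0.000419 and 0.000466). In experiment 3 they were at -4.19, -4.03 and -3.99, and in experiment 4 at -0.54 ± 0.71, -0.54 ± 0.66 and -0.48 ± 0.66 (SE), less than 1 SE from 0, and none passed the threshold in experiment 4 alone. AY036118 overlaps an 18S ribosomal RNA gene in the reference, and these RNAs were recovered from untagged cells with log2 IP-over-input ratios of 1.43, 1.37 and 1.34, so reads from ribosomal copies make their values uncertain. Ago2 was at 1.06 ± 0.11 and Upf1 at -0.48 ± 0.08 (edgeR quasi-likelihood adjusted p = 1.7e-08 and 1.31e-06), and Ago2 changed its sign when IPs were compared without inputs, at -0.18. In cells labelled Upf1 knockout the largest enrichments were those of Gm45846, Tnrc6a and Gm47513, at 7.86 ± 0.63, 7.66 ± 0.16 and 7.26 ± 0.31 (edgeR quasi-likelihood adjusted p = 6.23e-10, 4.69e-20 and 4.43e-14). The lowest values there belonged to Dnttip2 (ENSMUSG00000039756), Incenp (ENSMUSG00000024660) and Mki67 (ENSMUSG00000031004), at -2.50 ± 0.30, -2.18 ± 0.22 and -2.10 ± 0.27 (edgeR quasi-likelihood adjusted p = 8.72e-07, 8.6e-08 and 2.48e-06). All 3 were recovered from untagged cells, with log2 IP-over-input ratios of 3.25, 3.72 and 2.76. Ago2 was at 2.32 ± 0.12 and Upf1 at -0.15 ± 0.07 (edgeR quasi-likelihood adjusted p = 1.1e-14 and 0.0467), and Upf1 stood at 0.25 when IPs were compared without inputs.

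The effect of Ago2 knockout on recovery was the IP-over-input ratio in Ago2 knockout cells against that in HA-Tnrc6a cells. Of 19995 genes, 4267 passed (1817 higher, 2450 lower), and 224 of them changed by at least 2-fold (86 higher, 138 lower). Pearson's r between the experiments across genes was 0.255, and 99.2% of the genes past the threshold had the same sign in both. Those genes were selected on the average of both experiments, which itself favours the same sign. The setting that moved this count most was the fold change minimum. Comparing IPs without inputs gave 7482 genes, with more higher (3906) than lower (3576). With the replicate number as a block 4471 genes passed (mean correlation of same-numbered libraries 0.0109). Among the 3294 genes enriched by at least 2-fold in HA-Tnrc6a cells, 874 had lower and 452 had higher recovery in Ago2 knockout cells. The HA-Tnrc6a libraries enter both comparisons, so shared noise can tie lower recovery to enrichment, and its size was not tested. In cells labelled Upf1 knockout, where the same libraries are shared, 103 of these genes had lower and 239 had higher recovery.

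The largest increases in recovery were in Hip1r (ENSMUSG00000000915), at 2.01 ± 0.10 (SE, n = 3 per group), Tnfsf9 (ENSMUSG00000035678), at 1.56 ± 0.15, and Hip1 (ENSMUSG00000039959), at 1.53 ± 0.09, with edgeR quasi-likelihood adjusted p values of 4.57e-16, 5.58e-10 and 4.08e-14. Hip1r and Hip1 rose by 3.36 and 2.88 in experiment 3 but by 0.66 and 0.18 in experiment 4. The largest decreases were in 1700081N11Rik (ENSMUSG00000113209), Tmem50b (ENSMUSG00000022964) and Syap1 (ENSMUSG00000031357), at -1.71 ± 0.19, -1.70 ± 0.09 and -1.55 ± 0.09 (edgeR quasi-likelihood adjusted p = 2.47e-08, 4.57e-16 and 2.25e-15). Ago2 mRNA was at -1.35 ± 0.07 (edgeR quasi-likelihood adjusted p = 1.19e-16). Tnrc6a was at 0.11 ± 0.17 and Upf1 at -0.03 ± 0.07, neither past the threshold (edgeR quasi-likelihood adjusted p = 0.716 and 0.851), and the sign of both differed between the experiments. Without inputs Tnrc6a was at 0.65 and passed.

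In cells labelled Upf1 knockout the same comparison gave 896 of 19966 genes past the threshold (583 higher, 313 lower), and 34 of them changed by at least 2-fold (13 higher, 21 lower). The correlation across genes between the experiments was 0.0656. This split differed between the experiments and with the processing. With TMM the share of higher genes was 65.1% over both experiments and 75.3% in experiment 4 alone (289 higher, 95 lower), whereas in experiment 3 alone 17 were higher and 145 lower. Over both experiments it was 52.8% with RLE size factors, 47.5% without the count filter, 37.3% with the authors' scaling factors, 36.5% with all 48 libraries in 1 fit and 22.4% with library totals, so no direction holds under each of these choices. A fit with the replicate number as a block gave 1067 genes (mean correlation of same-numbered libraries 0.0109).

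Gpr146 (ENSMUSG00000044197), Suox (ENSMUSG00000049858) and Tmed9 (ENSMUSG00000058569) rose most in cells labelled Upf1 knockout, by 1.20 ± 0.29, 1.07 ± 0.16 and 0.87 ± 0.06 (SE, n = 3 per group; edgeR quasi-likelihood adjusted p = 0.0112, 3.75e-05 and 9.82e-11). Gpr146 rose by 0.23 in experiment 3 and by 2.16 in experiment 4, and was at -0.02 when IPs were compared without inputs. The largest decreases were in Dnttip2, Atad2 (ENSMUSG00000022360) and Atrx (ENSMUSG00000031229), at -1.80 ± 0.35, -1.25 ± 0.22 and -1.25 ± 0.10 (edgeR quasi-likelihood adjusted p = 0.00627, 0.0022 and 1.02e-08). Those 3 genes were recovered from untagged cells with log2 IP-over-input ratios of 3.25, 3.60 and 1.81, and were at -3.13, -2.46 and -2.05 in experiment 3 but at -0.47, -0.04 and -0.44 in experiment 4. Upf1 mRNA was at 0.30 ± 0.06, Ago2 at -0.09 ± 0.07 and Tnrc6a at -0.13 ± 0.18 (edgeR quasi-likelihood adjusted p = 0.00374, 0.561 and 0.809). Upf1 was at 0.63 in experiment 3 and -0.03 in experiment 4. Without inputs Ago2 was at 0.34 and passed.

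A direct comparison of recovery in Ago2 knockout cells with that in cells labelled Upf1 knockout tested whether the effects differ. Here 4878 of 19962 genes passed (2174 higher and 2704 lower in Ago2 knockout), and 282 of them differed by at least 2-fold. With library totals as the scaling, 63.4% of the genes past the threshold were higher, against 44.6% with TMM. In experiment 3 alone, with TMM, 58.5% were higher, and without the count filter 53.2%. The replicate number as a block gave 5101 genes (mean correlation of same-numbered libraries 0.0109). Hip1r, Itprip (ENSMUSG00000117975) and Hip1 had the largest positive differences, at 2.20 ± 0.10, 1.53 ± 0.14 and 1.53 ± 0.09 (SE, n = 3 per group; edgeR quasi-likelihood adjusted p = 8.13e-17, 6.5e-11 and 1.4e-15), with 3.75 and 0.66 for Hip1r and 2.89 and 0.16 for Hip1 in experiments 3 and 4. Nt5dc2 (ENSMUSG00000071547), which overlaps Stab1 in the reference, Wiz (ENSMUSG00000024050) and Mdm4 (ENSMUSG00000054387) had the largest negative ones, at -1.83 ± 0.07, -1.82 ± 0.08 and -1.77 ± 0.07 (edgeR quasi-likelihood adjusted p = 9.69e-22, 1.29e-19 and 9.69e-22). For Ago2 the difference was -1.24 ± 0.07, for Upf1 -0.31 ± 0.07 and for Tnrc6a 0.25 ± 0.16 (edgeR quasi-likelihood adjusted p = 2.48e-17, 0.000385 and 0.3), and in experiment 4 alone Upf1 was at 0.04 and Tnrc6a at -0.21. Tnrc6a passed in experiment 3 alone, at 0.76, without inputs, at 0.81, and in 1 of the fits that left out a library.

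Recovery of the enriched set as a whole was compared per lysate. The enriched genes exceeded the other genes by a mean log2 IP-over-input ratio of 1.92 ± 0.141 in Ago2 knockout cells and 1.97 ± 0.179 in HA-Tnrc6a cells (SD, n = 6 each), a difference of -0.0507 (exact two-sided permutation test within experiments, p = 0.45, adjusted for 2 comparisons 0.45). In cells labelled Upf1 knockout the mean was 2.02 ± 0.105 (SD, n = 6), a difference of 0.0552 (exact permutation p = 0.445, adjusted 0.45). The 400 labelings allow a p of 0.005 at the smallest. Both differences were smaller than the pooled SD of lysates, 0.122 and 0.124. Within experiments 3 and 4 the differences were -0.0632 and -0.0381 for Ago2 knockout and -0.00995 and 0.12 for the label Upf1 knockout, where 3 lysates against 3 allow an exact p of 0.1 at the smallest. The values pair each IP with the input of its number. With the mean of a group's inputs in place of that pairing, the differences are the same by construction, and the exact permutation p was 0.47 and 0.46 (mean correlation of same-numbered libraries 0.0109).

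**Figure D3:**
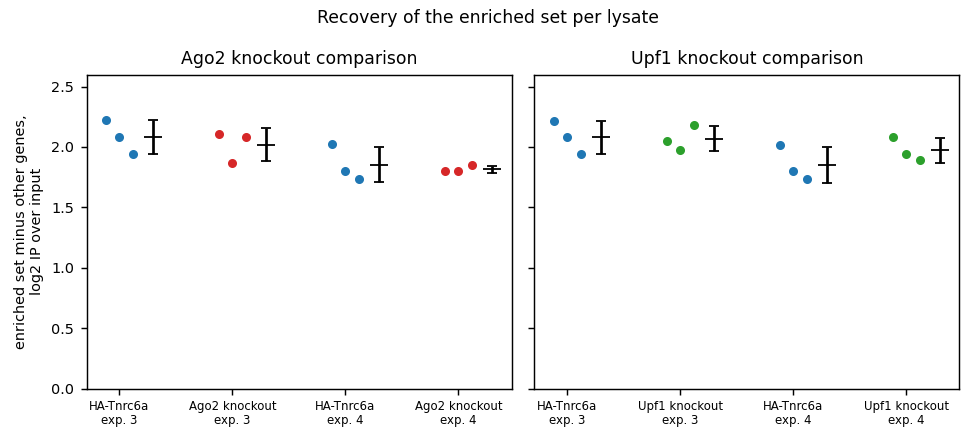
Mean log2 IP-over-input ratio of the enriched set less that of the other genes, for each lysate (points) with the mean ± SD of 3 lysates (black), by genotype as labelled and experiment. Lysates of a knockout overlap those of HA-Tnrc6a cells within each experiment, with differences of -0.0507 for Ago2 knockout and 0.0552 for the label Upf1 knockout over both experiments, the latter at -0.00995 in experiment 3.

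RNA levels in the lysates were compared through the inputs. Against HA-Tnrc6a inputs, Ago2 knockout inputs differed in 6065 of 19641 genes (3082 higher, 2983 lower), of which 355 changed by at least 2-fold (110 higher, 245 lower). The correlation across genes between the experiments was 0.398, and the count with the replicate number as a block was 6494 (mean correlation of same-numbered libraries 0.0109). In experiment 3 alone 3382 genes passed. Notum (ENSMUSG00000042988), Ccnd2 (ENSMUSG00000000184) and Prmt8 (ENSMUSG00000030350) were higher by 1.48 ± 0.07, 1.32 ± 0.08 and 1.23 ± 0.07 on the log2 scale (SE, n = 3 per group; edgeR quasi-likelihood adjusted p = 8.43e-21, 1.81e-18 and 1.64e-18). Dab2 (ENSMUSG00000022150), Xlr3b (ENSMUSG00000073125) and Xlr3a (ENSMUSG00000057836) were at -2.74 ± 0.11, -2.15 ± 0.09 and -2.05 ± 0.06 (edgeR quasi-likelihood adjusted p = 6.53e-24, 4.05e-23 and 3.99e-28). Xlr3a and Xlr3b belong to a multicopy family whose reads the counting could split, so their separate values are uncertain. Xlr3b was also higher in HA-Tnrc6a than in untagged inputs, by 1.70 ± 0.08. Its decrease can therefore stem in part from the HA-Tnrc6a reference and not from Ago2 knockout alone. Ago2 was at -1.21 ± 0.03 and Tnrc6a at 0.51 ± 0.03 (edgeR quasi-likelihood adjusted p = 6.3e-34 and 1.65e-17). Upf1 was at -0.01 ± 0.03 (edgeR quasi-likelihood adjusted p = 0.876), with 0.09 in experiment 3 and -0.10 in experiment 4, and it passed in experiment 4 alone.

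Inputs labelled Upf1 knockout differed from HA-Tnrc6a inputs in 11388 of 19444 genes (5743 higher, 5645 lower), of which 1026 changed by at least 2-fold (424 higher, 602 lower). The correlation across genes between the experiments was 0.634, and the replicate block gave 11541 genes (mean correlation of same-numbered libraries 0.0109). The highest were 2410006H16Rik (ENSMUSG00000086841), Gm27286 (ENSMUSG00000098793) and Zfas1 (ENSMUSG00000074578), at 2.45 ± 0.03, 2.32 ± 0.07 and 2.31 ± 0.03 (SE, n = 3 per group; edgeR quasi-likelihood adjusted p = 2.23e-43, 4.13e-23 and 6.53e-43). In the reference 2410006H16Rik overlaps small nucleolar RNA genes and Zfas1 overlaps Znfx1 and Snord12, which makes their counts uncertain. Esrp1 (ENSMUSG00000040728), Calb2 (ENSMUSG00000003657) and Scml2 (ENSMUSG00000000037) were lowest, at -2.62 ± 0.11, -2.33 ± 0.07 and -2.12 ± 0.09 (edgeR quasi-likelihood adjusted p = 1.25e-24, 6.94e-30 and 2.15e-25). Upf1 was at 0.58 ± 0.03 and Ago2 at 0.47 ± 0.03 (edgeR quasi-likelihood adjusted p = 1.17e-22 and 2.33e-20). Tnrc6a was at -0.03 ± 0.03 (edgeR quasi-likelihood adjusted p = 0.488), with 0.01 in experiment 3.

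To ask whether tagging went with altered RNA levels, HA-Tnrc6a inputs were compared with untagged inputs. They differed in 2990 of 19407 genes (1502 higher, 1488 lower), of which 200 changed by at least 2-fold (178 higher, 22 lower). Pearson's r across genes between the experiments was 0.259, and experiment 3 alone gave 652 genes and experiment 4 alone 4193. Without replicate 1 of the untagged inputs of experiment 3, 4151 genes passed. The replicate block gave 3350 (mean correlation of same-numbered libraries 0.0109). Efhc2 (ENSMUSG00000025038), the Y-linked Uba1y (ENSMUSG00000069053) and Xlr3b were highest, at 2.25 ± 0.06, 1.80 ± 0.07 and 1.70 ± 0.08 (SE, n = 3 per group; edgeR quasi-likelihood adjusted p = 4.22e-20, 1.13e-16 and 1.02e-14). Lowest were Gm43597 (ENSMUSG00000107096), Tab1 (ENSMUSG00000022414) and Fignl2 (ENSMUSG00000095440), at -1.95 ± 0.08, -0.83 ± 0.06 and -0.78 ± 0.06 (edgeR quasi-likelihood adjusted p = 1.62e-16, 2.22e-10 and 3.62e-11). Tnrc6a was at -0.12 ± 0.04, Upf1 at -0.11 ± 0.04 and Ago2 at -0.06 ± 0.08 (edgeR quasi-likelihood adjusted p = 0.0496, 0.0469 and 0.661), and Ago2 was at 0.03 in experiment 3. Ago2 passed in experiment 4 alone, at -0.15, and without replicate 1 of the untagged inputs of experiment 3, at -0.14.

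Whether enriched RNAs are among those that rise in the knockouts was tested without shared libraries. Of 3250 genes enriched by at least 2-fold in experiment 3, 933 (28.7%) were higher in Ago2 knockout inputs of experiment 4, against 12% of the other genes (odds ratio 2.95, 95% confidence interval 2.69 to 3.23, Fisher's exact test, p = 3.32e-112, adjusted for 2 tests 6.64e-112). For the label Upf1 knockout, 1061 of 3241 (32.7%) were higher, against 26.3% of the others (odds ratio 1.36, interval 1.26 to 1.48, Fisher's exact test, p = 2.34e-13, adjusted 2.34e-13). Genes are not independent, so these p values describe the genes and not replicates. Overlap with genes lower in the inputs was not tested, and abundance and gene length were not matched. Easier detection of any change in enriched genes could therefore raise these odds ratios. With the enriched set taken from experiment 4 and the inputs from experiment 3, the odds ratios were 2.81 and 1.32.

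Among the gene lists, the 9 microRNA and Trim71 targets have 10 identifiers in the table, because Lats2 has 2, whose separate values are uncertain. All 10 were enriched over untagged cells in HA-Tnrc6a cells, with a median log2 fold change of 3.16 (1.92 for Lefty2 to 5.80 for Cdkn1a), whether adjusted over all genes or over the list alone. All 10 were also enriched in Ago2 knockout cells and in cells labelled Upf1 knockout, with medians of 3.45 and 3.26. In Ago2 knockout inputs 4 of 10 were higher and 2 lower (6 and 2 adjusted over the list), the largest rise being that of Lefty1, at 1.21 ± 0.09 (SE, n = 3 per group; edgeR quasi-likelihood adjusted p = 5.51e-15). In inputs labelled Upf1 knockout 1 was higher and 4 were lower under either adjustment. The median there was -0.128, and the lowest was Mbnl1, at -1.36. Of the 11 nonsense-mediated decay substrates and factors, 11 were higher in inputs labelled Upf1 knockout, with a median of 0.80 (0.13 for Upf3b to 1.56 for Ddit3), under either adjustment. No alternative scaling moved the median of all genes in that comparison by more than 0.0422, which is less than the smallest of these rises, and for the enrichment of the microRNA and Trim71 targets the largest such move was -0.157. In Ago2 knockout inputs 2 were higher and 3 lower. For enrichment over untagged cells, 3 of the 11 were higher and 6 lower, with a median of -0.42.

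**Figure D4:**
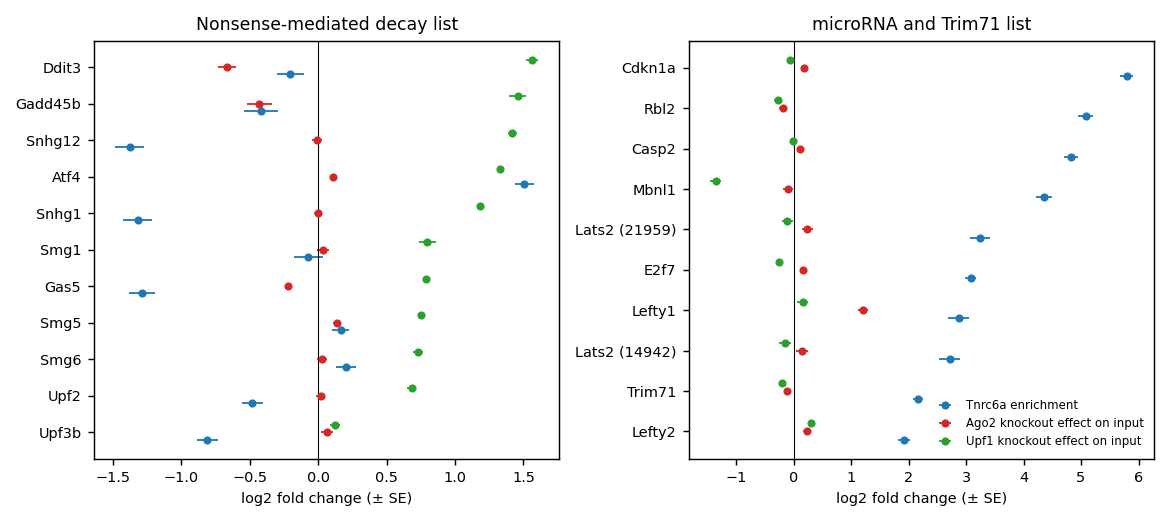
Log2 fold changes (horizontal axes, points with SE bars) of the 11 genes of the nonsense-mediated decay list and the 10 identifiers of the microRNA and Trim71 list in the Tnrc6a enrichment (blue) and in the inputs of Ago2 knockout cells (red) and of cells labelled Upf1 knockout (green) against HA-Tnrc6a. All 11 of the former lie above 0 in inputs labelled Upf1 knockout, with a median of 0.80, and all 10 of the latter above 0 in the enrichment, with a median of 3.16.

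The experiments were compared by testing the interaction of each effect with the experiment. The Tnrc6a enrichment differed between experiments in 73 of 19993 genes (41 higher and 32 lower in experiment 4), the effect of Ago2 knockout on recovery in 39 of 19995 (23 higher, 16 lower) and that of the label Upf1 knockout in 23 of 19966 (22 higher, 1 lower). In inputs the effect of Ago2 knockout differed in 1166 of 19641 genes (531 higher, 635 lower) and that of the label Upf1 knockout in 2253 of 19444 (1118 higher, 1135 lower). For Ago2 knockout inputs this balance reversed with library totals (540 higher, 472 lower) and with all 48 libraries in 1 fit (194 higher, 107 lower). With the replicate number as a block, the counts in the same order were 160, 37, 21, 1584 and 2578 (mean correlation of same-numbered libraries 0.0109). Each experiment is 1 batch, so batch and experiment cannot be told apart in these counts.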

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

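For the differences between experiments in recovery, the tests against genes recovered from untagged cells were chosen only after the result was seen, as were the tests of precipitation strength and gene length for the difference between knockouts, whereas the other tests of this part were chosen earlier.

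Recovery with HA-Tnrc6a differed between Ago2 knockout cells and cells labelled Upf1 knockout in 4878 genes, by a test of the difference itself. Exchanging the genotypes of same-numbered lysates within an experiment gave 32 splits, and 1 of them, the real one, gave as many genes. The next largest gave 84. Most of the other splits mix the genotypes within a group and so widen its spread, which favours the real split, so this comparison does not exclude chance. With all 24 libraries thinned to the smallest, 4148 genes passed, so unequal depth was not the cause. A stronger precipitation in one genotype would make the difference follow the enrichment. The difference in one experiment and the enrichment in the other had Pearson's r across genes of -0.0908 and -0.0395, and the larger squared correlation was 0.00825. Spearman's rho across genes with gene length was 0.059. Without the genes recovered from untagged cells, 4776 genes passed. With the authors' scaling factors 4794 passed. None of these tests accounts for the difference. GC content and differences between clones were not tested, and the number of clones is not stated. A candidate explanation is therefore that Ago2 loss alters recovery of these RNAs in another way than the change in cells labelled Upf1 knockout does, but a difference between clones cannot be excluded.

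The effects on recovery differed between experiments 3 and 4 in few genes. The Tnrc6a enrichment differed in 73 genes, the effect of Ago2 knockout in 39 and that of the label Upf1 knockout in 23, each by an interaction test. Genes recovered from untagged cells by at least 2-fold were over-represented among them, with 9 of 73 (odds ratio 4.36, Fisher's exact test, p = 0.000476), 17 of 39 (odds ratio 25.0, Fisher's exact test, p = 4.2e-16) and 17 of 23 (odds ratio 92.5, Fisher's exact test, p = 1.17e-21). Unequal background of the beads between the experiments may thus account for part of these genes, and the remaining genes were not explained. Exchanging the experiments of same-numbered lysates gave 32 splits, of which 2 gave as many genes for each of these effects. In each case the other split exchanged the experiment of all 3 lysates of a genotype, with 2134, 5390 and 4039 genes, and so carried the overall difference between experiments. Among the 10 splits that exchanged equal numbers in both genotypes the real one alone gave as many, but the others mix lysates of both experiments within a group and so widen its spread, and this comparison does not exclude chance. The experiment is a batch, and batch and experiment cannot be told apart. No biological explanation was tested, since the labels give none for the experiments.

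In inputs the effect of Ago2 knockout differed between the experiments in 1166 genes and that of the label Upf1 knockout in 2253, again by an interaction test. Libraries of experiment 4 were deeper. Thinned to the mean depth of experiment 3, the counts were 1009 and 1988, so depth was not the cause. A change of the HA-Tnrc6a inputs, which both comparisons share, was tested by taking untagged inputs as the reference. The counts were then 1230 and 1159, and 393 and 566 genes differed with either reference. The difference therefore did not come from the HA-Tnrc6a inputs alone, although the untagged inputs can have changes of their own and the genes were largely other ones. HA-Tnrc6a and untagged inputs themselves differed between the experiments in 660 genes. Of the 32 splits, 6 gave as many genes for Ago2 knockout and 5 for the label Upf1 knockout, counting the real one. The others exchanged unequal numbers of lysates of the genotypes, up to all 3 of one genotype with 11946 and 12194 genes, and carried the overall difference between experiments. Among the 10 balanced splits the real one alone was as large, which does not exclude chance either, for the reason given for recovery. What remains is a difference between experiments that may be technical, such as culture or library batch, and cannot be told apart from it.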

How the results depend on the processing

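No test of this part was chosen only after a result was seen, except the fits with the authors' scaling factors, those without genes recovered from untagged cells and the leave-one-out fits of the overlaps. For the 18 results, 167 alternative values were computed besides the fits that leave out a library, and 133 of them kept their direction and their side of the threshold, or, for a count of genes, lay within 1.5 times the reported count. The other 34 are given here. Unless a cause is stated, the cause was not tested.

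A minimum log2 fold change of 1 lowered each count by definition, to 4283 for the Tnrc6a enrichment, 224 and 34 for the effects of Ago2 knockout and of the label Upf1 knockout on recovery, 355 and 1026 for their effects on inputs, 200 for the tag, 5229 and 4908 for the enrichments over untagged cells, and 282 for the difference between knockouts. In experiment 3 alone the counts were 1623 for Ago2 knockout and 162 for the label Upf1 knockout in recovery, 3382 for Ago2 knockout inputs, 652 for the tag and 2667 for the difference between knockouts. Experiment 4 alone gave 384 for the label Upf1 knockout in recovery, and 4193 for the tag, more than the 2990 of both experiments. Comparing IPs without inputs gave 7482, 8805 and 10794 for the effects of Ago2 knockout and of the label Upf1 knockout and for their difference, and 1089, 624 and 559 for the differences between experiments in the Tnrc6a enrichment and in the 2 effects on recovery.

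With all 48 libraries in 1 fit the counts were 3902 for Ago2 knockout inputs, 1937 for the tag, 226 for the difference between experiments in the Tnrc6a enrichment, and 301 and 717 for those in the 2 input effects. For the difference between experiments in the Tnrc6a enrichment, library totals gave 482 genes, DESeq2 399 and the replicate block 160. DESeq2 gave 104 and 40 for the differences between experiments in the effects of Ago2 knockout and of the label Upf1 knockout on recovery. Without the genes recovered from untagged cells these counts were 22 and 6. The shift of the enriched set in cells labelled Upf1 knockout was -0.00995 in experiment 3 alone, in place of 0.0552, and neither value passed the exact permutation test. Averaging the inputs of a group cannot move either shift, so that alternative shows no stability. Its exact p ranged from 0.195 to 0.9 over its alternatives. Odds ratios of the overlaps lay between 2.81 and 3.21 for Ago2 knockout and between 1.28 and 1.73 for the label Upf1 knockout, all with Fisher's exact p under 0.05.

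The scaling and other choices moved the direction of several counts. The share of higher genes went from 65.1% to 52.8% (352 higher, 315 lower) with RLE size factors, 37.3% (274, 461) with the authors' factors and 22.4% (224, 778) with library totals for the effect of the label Upf1 knockout on recovery. Under TMM 17 were higher and 145 lower in experiment 3 alone, and the share was 75.3% (289, 95) in experiment 4 alone and 47.5% (349, 385) without the count filter, and it was 36.5% (257, 447) with all 48 libraries in 1 fit and 49.6% without inputs. For the difference between knockouts it was 58.5% in experiment 3 alone, 53.2% without the count filter, 53.4% with all 48 libraries in 1 fit and 53.1% with the authors' factors, and for the tag it was 65.8% in experiment 3 alone against 50.2% in both. For the Tnrc6a enrichment it was 56.8% in experiment 3 alone against 48%, and for the effect of Ago2 knockout on recovery 52.2% without inputs against 42.6%. With library totals it went from 50.0% to 36.4% for the enrichment over untagged cells in cells labelled Upf1 knockout, from 44.6% to 63.4% for the difference between knockouts, and from 49.6% to 33.6% for the difference between experiments in inputs labelled Upf1 knockout. For the difference between experiments in the Tnrc6a enrichment it went from 56.2% to 28.9% with RLE. That share was 31.7% with the authors' factors, 5.39% with library totals and 35.8% with DESeq2. With all 48 libraries in 1 fit it was 30.1%, and without inputs 25.7%. For the difference between experiments in Ago2 knockout inputs it went from 45.5% to 53.4% with library totals and 64.5% with all 48 libraries. Library totals moved the median log2 value of all genes by -0.157 for the Tnrc6a enrichment, by -0.153 and -0.259 for the enrichments over untagged cells in Ago2 knockout and in cells labelled Upf1 knockout, and by -0.187 for the difference between experiments in the Tnrc6a enrichment, so directions there are relative to that shift.

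Fits that each left out a library gave 591 to 957 genes for the effect of the label Upf1 knockout on recovery, and 20 to 337, 24 to 71 and 19 to 37 for the differences between experiments in the Tnrc6a enrichment and in the effects of Ago2 knockout and of the label Upf1 knockout. The other counts stayed within 1.5 times the reported one, for example 12095 to 12451 for the Tnrc6a enrichment, 3849 to 4723 for Ago2 knockout in recovery, 5478 to 5948 and 10926 to 11108 for the inputs, and 2348 to 4151 for the tag, the highest without replicate 1 of the untagged inputs of experiment 3. The share of genes past the threshold in every such fit was 89.5% for the Tnrc6a enrichment, 72.4% for Ago2 knockout and 41.1% for the label Upf1 knockout in recovery, 70.6% and 83.9% for their inputs, 59.6% for the tag, 72.9% for the difference between knockouts, and from 24.7% to 73.9% for the differences between experiments. Among these genes 1 in each enrichment of a knockout over untagged cells changed its sign in a fit, and none did in the other results.

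Of the 78 values of named genes, these changed sign. In experiment 4 alone Tnrc6a was at -0.18 and Upf1 at 0.036 for the effect of Ago2 knockout on recovery, Tnrc6a at 0.0364 for the label Upf1 knockout, and Tnrc6a at -0.211 and Upf1 at 0.0395 for the difference between knockouts. In experiment 3 alone Upf1 was at 0.0863 in Ago2 knockout inputs, Tnrc6a at 0.00709 in inputs labelled Upf1 knockout and Ago2 at 0.029 for the tag. Without inputs Upf1 was at 0.00372 for Ago2 knockout, Gpr146 at -0.0193 and Ago2 at 0.336 for the label Upf1 knockout, Ago2 at -0.177 for the enrichment in Ago2 knockout cells over untagged cells, and Upf1 at 0.254 for that in cells labelled Upf1 knockout. With the sign so reversed, Ago2 passed the threshold for the label Upf1 knockout and in Ago2 knockout cells over untagged cells. Upf1 did so in cells labelled Upf1 knockout over untagged cells (edgeR quasi-likelihood adjusted p = 0.000524, 0.0445 and 0.000607 in that order). With library totals Tnrc6a was at 0.015 in inputs labelled Upf1 knockout. Across the fits that left out a library, Upf1 ranged from -0.0731 to 0.0208 for the effect of Ago2 knockout on recovery and from -0.0228 to 0.027 for Ago2 knockout inputs.

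Other named values lost the threshold. In experiment 4 alone these were Dnttip2, Atad2, Atrx and Upf1 for the label Upf1 knockout in recovery, mt-Rnr1 and Gm23935 for the Tnrc6a enrichment, Tnrc6a for the tag, AY036118, Gm42418 and CT010467.1 for the enrichment in Ago2 knockout cells over untagged cells, and Hip1 for the effect of Ago2 knockout on recovery and for the difference between knockouts. In experiment 3 alone they were Gpr146 and Suox for the label Upf1 knockout, Gm23935, Upf1 for the enrichment in cells labelled Upf1 knockout over untagged cells, and Tnrc6a and Upf1 for the tag. Gm23935 also lost it with the replicate block (adjusted p = 0.063) and without inputs (0.0613), over a range of 0.00848 to 0.592 for its alternatives apart from the fits that left out a library. Upf1 lost it with library totals for the label Upf1 knockout in recovery, and Tnrc6a and Upf1 for the tag did so with library totals and with all 48 libraries, Tnrc6a also with DESeq2. In fits that left out a library, 6 named values lost the threshold, namely Gm23935 in 16 of 24 (values -2.09 to -0.767, adjusted p 0.0121 to 0.16), Upf1 in 17 for the enrichment in cells labelled Upf1 knockout over untagged cells, Tnrc6a and Upf1 in 8 each for the tag, and Gpr146 in 2 and Upf1 in 1 for the label Upf1 knockout in recovery. Besides Ago2 for the label Upf1 knockout in recovery without inputs, others passed the threshold only under an alternative. Tnrc6a did so without inputs for the effect of Ago2 knockout on recovery (0.652), and in experiment 3 alone (0.756), without inputs (0.808) and in 1 fit that left out a library (0.433) for the difference between knockouts. In experiment 4 alone Upf1 passed for Ago2 knockout inputs (-0.098) and Ago2 for the tag (-0.151), the latter also without replicate 1 of the untagged inputs of experiment 3 (-0.137).

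The mean correlation of same-numbered libraries was 0.0109, and the replicate block otherwise left the counts within 1.5 times the reported ones. Depth limits low genes. Experiment 3 libraries held 11471544 to 19595405 counts, and genes removed by the count filter (minimum count 10) were tested only in the fits without that filter.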

Other observations

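The tests of gene length for the Tnrc6a enrichment, of background genes among those with lower recovery, of the Y-linked genes and of Gm45846 and Gm47513 were chosen only after the results were seen.

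Each comparison of genotypes was checked against other splits. Exchanging the genotypes of same-numbered lysates within an experiment gave 32 splits, and 1 of 32, the real one, was as large for the Tnrc6a enrichment, for both effects on recovery, for both effects on inputs, for the tag and for both enrichments in knockouts over untagged cells. The next largest counts were 4994, 265, 25, 1166, 2995, 739, 3714 and 1879 genes in that order. Most of the other splits mix the genotypes within a group and so widen its spread, which favours the real split, so these counts do not exclude chance.

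The beads also recovered RNA from untagged cells. In untagged IP over input, 632 of 19299 genes were higher by at least 2-fold and 59 lower, with Pearson's r across genes of 0.536 between experiments. Among the highest, chosen after their values were seen, were Bcar1 at a log2 fold change of 8.59, Trp53bp1 at 8.20, Rab11fip5 at 6.43, Efs at 6.29 and Nedd9 at 4.40 (edgeR quasi-likelihood adjusted p = 7.99e-08, 1.12e-08, 5.59e-08, 1.28e-07 and 3.92e-12). Bcar1 had 71700 ± 18900 CPM in untagged IPs of experiment 3 and 8230 ± 3370 in experiment 4, against 50.1 ± 1.67 and 78.4 ± 3.27 in untagged inputs (SD, n = 3). Bcar1, Efs and Nedd9 encode Cas scaffold proteins, and the antibody might bind such proteins while they are being made. That hypothesis predicted recovery of Cass4, the remaining family member, whose value was not yet known. Cass4 was at -0.165 (edgeR quasi-likelihood adjusted p = 0.638), so the prediction failed. Cass4 was low, at an average log2 CPM of 0.92, with 11 to 31 counts per untagged IP of experiment 3. The result counts only against binding shared by the whole family. Whether the antibody binds Bcar1, Efs and Nedd9 while they are being made stays open. Recovery did not follow abundance in the lysate (Spearman's rho across genes -0.0815) or gene length (0.0224), and the source remains open.

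These background RNAs also matter for a comparison. Of the 313 genes with lower recovery in cells labelled Upf1 knockout, 38 were recovered from untagged cells, against 571 of the other tested genes (odds ratio 4.62, Fisher's exact test, p = 4.06e-13). The lower values of those 38 genes, Dnttip2, Atad2 and Atrx included, may reflect less background in these IPs, and cannot be told apart from it. The other genes of the 313 are not covered by this explanation.

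The Tnrc6a enrichment rose with gene length (Spearman's rho across genes 0.29). Length may therefore contribute to the enrichment, through longer untranslated regions or through a technical bias, and the 2 cannot be told apart with these data.

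Gm45846 and Gm47513 had the largest enrichments in HA-Tnrc6a cells after Tnrc6a, at 7.58 ± 0.55 and 6.68 ± 0.33 against 7.77 ± 0.18 (log2 ± SE). Across the 9 tagged IPs of each experiment, log2 CPM of Gm45846 followed that of Tnrc6a. Pearson's r was 0.987 in experiment 3 and 0.99 in experiment 4 (exact permutation p = 5.51e-06 in both, adjusted over 8 tests 2.2e-05). Spearman's rho was 0.983 in both (exact permutation p = 4.96e-05, adjusted 9.92e-05). The permutations ran across the tagged genotypes, so a difference between genotypes shared by both genes also lowers p. Without the 2 libraries farthest from the median, r was 0.977 and 0.985. Gm45846 followed Tnrc6a more closely than 99.9% and 100% of 3292 other enriched genes. Reads shared with the Tnrc6a transcript are a candidate explanation. For Gm47513 r was 0.384 and -0.186 (exact permutation p = 0.304 and 0.624, adjusted 0.406 and 0.714) and rho 0.583 and -0.117, closer than 61.1% and 26.3% of those genes, and r without the 2 libraries was -0.218 and 0.0736, so shared reads were not supported for it.

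Y-linked genes were higher in HA-Tnrc6a inputs than in untagged inputs. Of 9 such genes 8 were higher, with a median log2 fold change of 1.63 over all 9, while the largest median shift of another chromosome was 0.047. Their values ranged from 1.01 for Eif2s3y to 3.45 for Kdm5d among the 8. The value of Kdm5d rests on 1 count per library in untagged inputs of experiment 3 and 2 to 6 in experiment 4. Loss of the Y chromosome in part of the untagged cells may explain the higher Y-linked values. However, a loss alone would shift each gene by the same amount. Cochran's Q over its degrees of freedom was 42.7, so a loss alone does not account for the spread of these values. No alternative scaling moved the median of all genes in this comparison by more than 0.0139. Kdm5d and Zfy1 were also low in Ago2 knockout inputs of experiment 3, at 0.0895 ± 0.0659 and 2.05 ± 0.383 CPM, against 1.68 ± 0.276 and 10.2 ± 1.44 CPM in HA-Tnrc6a inputs (SD, n = 3), where the value of Kdm5d in Ago2 knockout rests on 1 to 3 counts per library. In experiment 4 they were at 0.394 ± 0.122 and 2.19 ± 0.118 CPM in Ago2 knockout inputs against 0.466 ± 0.0335 and 2.53 ± 0.125 CPM in HA-Tnrc6a inputs (SD, n = 3). Among the other Y-linked genes in experiment 3, Zfy2 was low in Ago2 knockout inputs as well, at 0.518 against 2.49 CPM. Uba1y and Gm2098 were at 20.8 and 6.79 against 23.3 and 7.93 CPM. Uty, Ddx3y, Eif2s3y and Gapdh-ps15 were not lower, at 49.8, 121, 107 and 2.44 against 47.9, 105, 104 and 2.25 CPM. The drop was thus not shared by all Y-linked genes.

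Copy number of whole autosomes was tested in all 3 comparisons of inputs. The autosomes with the largest median shifts were chromosome 13, at -0.08 (-0.0752 and -0.0395 in experiments 3 and 4), and chromosome 3, at -0.0761 (-0.0733 and -0.0477), both in inputs labelled Upf1 knockout, so no autosome shifted by 0.2 or more. Of 63 tests of a chromosome in a comparison, 34 had an adjusted p under 0.05 in exact permutation tests whose smallest p is 0.005. For the autosomes among them the effects were small. The Y chromosome in the tag comparison was also among them, at a median of 1.63. So was chromosome X in inputs labelled Upf1 knockout, at -0.134 (-0.111 and -0.0977 in experiments 3 and 4). Leaving out chromosomes that shifted by at least 0.2 left 11388 genes for the label Upf1 knockout and 6065 for Ago2 knockout, since none had a median that large in the same direction in both experiments, and 2982 for the tag, where the Y chromosome was left out. The median of the Y chromosome in experiments 3 and 4 was 0.0673 and 0.842 for the label Upf1 knockout and -0.168 and 0.0372 for Ago2 knockout.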
